A study of Mus musculus with 9 samples.

How the data were processed

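The samples were thyroids of male C57BL/6 mice, profiled by droplet-based single-cell RNA sequencing after antibody blockade of the Notch pathway. Notch signalling passes between neighbouring cells: ligands such as Jag1 and Jag2 on one cell bind receptors such as Notch1 and Notch2 on the next. Per the labels' protocols, each mouse received 1 intraperitoneal injection. The control antibody was directed against ragweed (40 mg/kg, group RW). The ligand blockade combined antibodies against Jag1 and Jag2 (20 mg/kg each, group aJ1aJ2). The receptor blockade combined antibodies against Notch1 (5 mg/kg) and Notch2 (10 mg/kg, group aN1aN2). The labels give 7 days for every treatment. Per the labels, thyroids of 6 mice were pooled for each sample and digested to single cells with a collagenase blend, libraries were made with the 10x Genomics 3' v2 kit aiming at about 8000 cells, and each library was sequenced on its own HiSeq4000 lane.

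The authors deposited 1 table of raw counts of unique molecular identifiers (UMIs) per gene and cell for all 9 samples, and 1 annotation table of the same cells. Every value in the count table was a whole number, and cell totals ranged from 500 to 131347 UMIs, so the table holds only cells with at least 500 UMIs. No cell had over 25% mitochondrial UMIs. The aligner, genome build, gene annotation, cell calling, clustering and topic model are not stated in the labels or headers, so no genome coordinates are given. The annotation gives a sample, a cell label (16 labels) and, for 2142 cells, weights of 7 topics that sum to about 1 in each cell. In 2619 lines of the annotation an unquoted comma in the treatment name shifted the columns, and this was corrected on reading. The count table names genes by Ensembl identifiers. Symbols came from a reference list of gene identifiers, which matched 52403 of 52636 identifiers. The 233 unmatched identifiers held 0.0293% of all UMIs and stayed in the tests under their identifiers. No per-sample column of another series was present.

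Samples were assigned to groups from their titles and treatment labels. Replicate numbers came from the titles for RW 1 and 2, aJ1aJ2 3 and 4 and all aN1aN2 samples. The other RW and aJ1aJ2 samples have no number in their titles and are called RW 3 and aJ1aJ2 1 here. The titles also carry internal sample numbers in 3 ranges, called series A, B and C here. Series A holds RW 3 and aJ1aJ2 1, series B holds RW 1, RW 2, aJ1aJ2 3 and aJ1aJ2 4, and series C holds the 3 aN1aN2 samples and no other. The receptor blockade and series C therefore coincide in every sample, and no fit can separate them.

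Cell types were the authors' deposited labels. How the labels were made is not stated, so a label whose defining genes changed under treatment could change in size for that reason alone. The label Th1 was taken as the thyrocyte class, since its leading genes included Foxe1 and Tg. Th2 was not pooled with it because its 10 leading genes held 4 neutrophil markers and no thyrocyte marker. Th3 was not pooled because its leading genes held the C cell gene Calca and 3 muscle markers. Leading genes were ranked against the mean of all other labels, so genes that Th1, Th2 and Th3 share rank lower in each. The leading genes therefore do not show that Th2 and Th3 hold no thyrocytes. Pooling Th3 with Th1 was an alternative. Of the cells with topic weights, 1169 were Th1, 901 Th3 and 72 Th2.

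The replicate was the pool of mice, not the cell. Raw counts were summed per sample and label, and the sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. All 9 samples entered one fit with 3 group means and a shared spread, after filterByExpr and TMM normalization. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Other labels were tested where at least 2 samples of each compared group held at least 20 cells, which 11 labels met for aJ1aJ2 and 8 for aN1aN2. CPM values are counts scaled to the TMM-adjusted total of each sum. Where a group had no UMI of a gene, the fold is a lower bound against a floor of 3 counts over the group, and where it had 1 to 3, the ratio is given with its 95% counting interval. Intervals and floors cover counting error only. Fold changes are log2 values from the fit, each with its standard error (SE).

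Gene lists were tested in Th1 with camera (limma 3.58.1, inter-gene correlation 0.01) on log2 CPM with a prior count of 2, two-sided, adjusted over 6 lists. The lists were Notch targets, Notch receptors and ligands, thyroid function, the mitochondrial genome, nuclear oxidative phosphorylation and the dissociation response. Shares of cells and topic weights were compared with exact two-sided permutation tests of the difference in means. With 3 against 3 samples the smallest exact p is 0.1. The changes under the 2 blockades were correlated across genes and set against 50 simulated sets of unchanged groups that shared simulated RW samples. After values were seen, lists of clock genes (an evening arm and an opposite arm), glucocorticoid response, fasting response, ribosomal and 7SK RNA and endoplasmic reticulum chaperones were added, and were used in the closing observations only. Whether a change differed between Th1 and EC1 cells was tested as an interaction of group and label with the sample as a block.

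The named-gene rule was as follows. In Th1, for each comparison, the 5 called genes with the largest rise and the 5 with the largest fall are named if their mean was at least 10 CPM and every treated sample lay on one side of every control sample. In each other tested label the rule names 2 and 2. Where none passed, the 3 genes of smallest p are named as failing. Every gene of the Notch target, receptor and ligand, and thyroid function lists may also be named. Any other gene was chosen after its values were seen. Some genes that the rule selects are not reported here. The comparisons, tests, the 6 lists, the naming rule and most alternatives were fixed before the data were examined.

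The alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, a fit of only the compared groups, leaving out each sample, a stricter cell filter (at least 500 genes and at most 10% mitochondrial UMIs), 62 cells drawn from every sample, the series as a covariate, a replicate block, at least 50 cells per sample in place of 20, other denominators for shares, an edgeR test on cell numbers, fry, an estimated inter-gene correlation, and controls divided between the comparisons. Scrublet (in scanpy 1.11.5) was planned as a doublet caller, but its automatic threshold marked between 0.146% and 75.3% of cells per sample and was not used. In its place, the 5% of cells per sample with the highest Scrublet scores were left out as an alternative, a choice made after that failure. No doublets were removed from the primary results. Further alternatives chosen after seeing the data were Th1 with Th3, the cells with topic weights, Th1 cells with at least 5000 UMIs, sums thinned to the smallest sample, erythroid and T2 cells left out of the totals, and EC1 cells without C1q transcripts.

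The tests were run on simulated counts drawn from the observed means, spreads and library sizes, with 200 genes changed. For 10627 genes in Th1, a log2 change of 1 was recovered for 73.5% of the changed genes in aJ1aJ2 against RW, 67.5% in aN1aN2 against RW and 62.5% in aN1aN2 against aJ1aJ2, and a log2 change of 2 for 98.5%, 95.0% and 91.0%. With no changed gene there were 3, 4 and 1 false calls. For 2087 genes in Th3 a log2 change of 1 was recovered for 0 of 200 genes in either comparison with RW, and a log2 change of 2 for 70.5% in aJ1aJ2 and 55.5% in aN1aN2. For the interaction test on 8600 genes, 143 of 157 genes changed by 2 in aJ1aJ2 and 138 of 162 in aN1aN2 were recovered, with 5 false calls each. In camera on 10627 genes, 20 of 20 lists of 11 genes lowered by 0.5 were recovered in either comparison with RW, and 4 and 7 of 100 unchanged lists gave an unadjusted p under 0.05 in aJ1aJ2 and aN1aN2.

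The depth was 3013324 to 11880793 UMIs per sample. The sum over Th1 cells ranged from 872716 to 5233988 UMIs, and those of the aN1aN2 samples came from the shallowest Th1 cells (median 5737 to 7558 UMIs per cell, against 9968 to 22558 in the other samples). Counting error of low genes is larger in aN1aN2 for that reason. Versions of the other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.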

Results

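The data were UMI counts of single thyroid cells from male C57BL/6 mice, 7 days after 1 injection of antibodies that block Notch signalling. There were 9 samples, each a pool of thyroids from 6 mice, in 3 groups of 3. RW mice received an antibody against ragweed as control, aJ1aJ2 mice received antibodies against the ligands Jag1 and Jag2, and aN1aN2 mice received antibodies against the receptors Notch1 and Notch2. The comparisons asked what ligand blockade and receptor blockade do to thyroid cells of adult mice, and whether they differ. The deposited table held 10186 cells and 63121420 UMIs over 52636 genes.

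RW 1 held 1248 cells and 9913840 UMIs, RW 2 held 1317 cells and 7657020 UMIs, and RW 3 held 1051 cells and 10157319 UMIs. aJ1aJ2 1 held 583 cells and 4697308 UMIs, aJ1aJ2 3 held 1805 cells and 11880793 UMIs, and aJ1aJ2 4 held 1563 cells and 7140103 UMIs. aN1aN2 1 held 1047 cells and 4447972 UMIs, aN1aN2 2 held 885 cells and 4213741 UMIs, and aN1aN2 3 held 687 cells and 3013324 UMIs. The counts of any pair of replicates differed by more than sampling noise, so each sample was counted as 1 replicate. Chi-square values per degree of freedom, not adjusted for UMI totals, were 1.66 to 2.43 for pairs within a series. They were 3.98 to 8.08 for pairs across series A and B, and the main fit has no term for the series. The 3 aN1aN2 samples are all in series C, so their spread holds no difference between series.

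The authors divided the cells into 16 labels. Th1 (1169 cells, median 12553 UMIs) was led by thyrocyte genes such as Foxe1 and Tg and was the class in which thyrocytes were compared. The labels EC1 (1603 cells), EC2 (409), EC3 (365) and EC4 (1046) were led by genes such as Emcn, Aqp1, Prox1 and Plvap, F (538) by Dcn and Pdgfra, M (378) by C1qa and C1qb, SM (248) by Acta2, T1 (409) by Nkg7, T2 (624) by Rag1, P (77) by Pth, and Eryth1 (997) and Eryth2 (1092) by globin genes. The label S held 193 cells. Th2 (137 cells, median 1014 UMIs) and Th3 (901 cells, median 987 UMIs) were shallow, and their leading genes included markers of other cell types, so they were not joined to Th1. Thyrocyte RNA was present in every label. Tg was at 92030 CPM in Th1, 79768 in Th3 and 26397 in Th2, so thyrocytes in Th2 and Th3 are not excluded. Among the other labels it was still at 144 CPM in Eryth2 to 2261 in EC4. Cells of Eryth1 and Eryth2 had a median of 50 and 90 genes, so changes of low transcripts there are not shown to come from the erythroid cells themselves.

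The first comparison asked what ligand blockade does to thyrocytes. All adjusted p-values of single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In Th1 cells of aJ1aJ2 against RW, 65 of 10627 genes passed an adjusted p under 0.05, of which 41 were higher and 24 lower in aJ1aJ2, and 1310 genes had an unadjusted p under 0.05. DESeq2 called 103 genes, 57 of them among the 65. This count rested on single samples more than any other in Th1. It was 1 without aJ1aJ2 3 (S100a6, named after its values were seen), 17 without aJ1aJ2 4, 18 without RW 2, 27 without RW 1, 104 without RW 3 and 530 without aJ1aJ2 1. The share of calls that were higher was 63.1%, and 48.5% with DESeq2, 46.0% with no filter on low counts and 58.5% with DESeq2 size factors.

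The largest rises that met the naming rule were in Per3 (ENSMUSG00000028957), Tef (ENSMUSG00000022389), Klf15, Serpinb6b and Abcg1. Per3 was at 36.4 ± 13.3 CPM (SD, n = 3) in aJ1aJ2 and 9.29 ± 4.91 in RW, a log2 change of 1.96 (SE 0.33, adjusted p 0.0133). Tef was at 59.1 ± 12.8 CPM against 14.7 ± 7.78 (1.95, SE 0.26, adjusted p 0.00647) and Klf15 at 17.8 ± 6.96 against 5.38 ± 0.485 (1.81, SE 0.28, adjusted p 0.00933). Serpinb6b rose by 1.70 (adjusted p 0.0485) and Abcg1 by 1.48 (adjusted p 0.0437). The largest falls were in Dapl1 (ENSMUSG00000026989), Tekt1, Btc, Parvb and Fbp1. Dapl1 was at 4.79 ± 3.86 CPM against 33.7 ± 15.6, a log2 change of -2.80 (SE 0.44, adjusted p 0.0105). Tekt1 changed by -2.09 (adjusted p 0.0452), Btc by -1.30 (0.0174), Parvb by -1.26 (0.0174) and Fbp1 by -1.13 (0.0122). All 10 calls were lost without aJ1aJ2 3, where the adjusted p of Tef and Fbp1 was 0.0683, of Klf15 0.114, of Per3, Dapl1, Btc and Parvb 0.132, of Abcg1 0.202, of Serpinb6b 0.230 and of Tekt1 0.279. Leaving out RW 2 also lost Per3 (0.0671), Btc (0.0754), Parvb (0.0671), Tekt1 (0.160), Serpinb6b (0.152) and Abcg1 (0.0972). Leaving out aJ1aJ2 4 lost Per3 (0.0599), Parvb (0.0770), Tekt1 (0.177), Serpinb6b (0.162) and Abcg1 (0.128), RW 1 Parvb (0.114), Tekt1 (0.165), Serpinb6b (0.0801) and Abcg1 (0.0728), and RW 3 Serpinb6b (0.158) and Abcg1 (0.123). No call was lost without aJ1aJ2 1. Over all alternatives the adjusted p ran from 3.86e-27 to 0.0683 for Tef, from 1.21e-18 to 0.154 for Per3 and from 0.00233 to 0.705 for Abcg1.

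The second comparison asked what receptor blockade does to thyrocytes. In Th1 cells of aN1aN2 against RW, 3653 genes were called, 1814 higher and 1839 lower in aN1aN2. DESeq2 called 2799, of which 2794 were among them. The alternative that moved the count most was 62 cells drawn from every sample, with 2494 genes. Leaving out 1 sample gave between 2689 genes (without aN1aN2 1) and 3280 (without RW 1). The 3 aN1aN2 samples were also the 3 samples of series C, so this contrast cannot be told apart from a difference between series, and no value within a series can be given.

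Fgfbp1 (ENSMUSG00000048373) rose most by the naming rule, from 7.35 ± 4.79 CPM in RW to 157 ± 28.3 in aN1aN2 (n = 3), a log2 change of 4.71 (SE 0.29, adjusted p 2.57e-08). Cyp4b1 rose by 4.43 (SE 0.52, adjusted p 1.31e-05), Pdk4 (ENSMUSG00000019577) by 3.96, from 12.4 ± 2.81 to 189 ± 25.0 CPM (SE 0.28, adjusted p 8.51e-08), Traf1 by 3.92 (SE 0.24, adjusted p 2.57e-08) and Klf15 by 3.54 (SE 0.26, adjusted p 1.18e-07). Dapl1 had 1 UMI in the 3 aN1aN2 samples and 319 in RW, a ratio of 123 after scaling (95% counting interval 22.0 to 4889, adjusted p 3.23e-05). Sdf2l1 (ENSMUSG00000022769) changed by -4.86, from 657 ± 120 to 22.5 ± 2.95 CPM (SE 0.20, adjusted p 1.70e-09), Derl3 by -4.33 (SE 0.30, adjusted p 7.12e-08), Vstm2b by -4.07 (SE 0.50, adjusted p 2.14e-05) and Slc5a5 (ENSMUSG00000000792) by -3.96, from 244 ± 44.3 to 14.7 ± 4.59 CPM (SE 0.36, adjusted p 9.95e-07). These 10 genes kept their calls in all 18 alternatives.

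The third comparison set the blockades against each other. In Th1 cells of aN1aN2 against aJ1aJ2, 2374 genes were called, 1150 higher and 1224 lower in aN1aN2, and the count was 1548 without aN1aN2 2 and 1542 with 62 cells per sample. Pdk4 was at 7.43 ± 6.76 CPM in aJ1aJ2 and 4.84 log2 units higher in aN1aN2 (SE 0.32, adjusted p 1.48e-07). Phf11c was higher by 4.33 (adjusted p 5.68e-07), Fgfbp1 by 3.50 (4.99e-07) and Tnfrsf21 by 3.31 (7.09e-06). Among falls, Sdf2l1 changed by -3.86, from 329 ± 63.7 CPM in aJ1aJ2 to 22.5 in aN1aN2 (2.42e-08), Ccn4 by -3.57 (3.54e-08), Nppc by -3.83 (1.32e-05) and Cd52 by -3.93 (0.000634). Dapl1 had 1 UMI in aN1aN2 and 35 in aJ1aJ2, a ratio of 19.1 (95% counting interval 3.21 to 777) with an adjusted p of 0.0402. Its call was lost without aJ1aJ2 1 (0.0927), aN1aN2 1 (0.168), aN1aN2 2 (0.150) or aN1aN2 3 (0.0505), and its adjusted p ran from 2.87e-05 to 0.307 over the alternatives. The other calls named for this comparison were kept in every alternative. This contrast is confounded with series C in the same way.

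**Figure D1:**
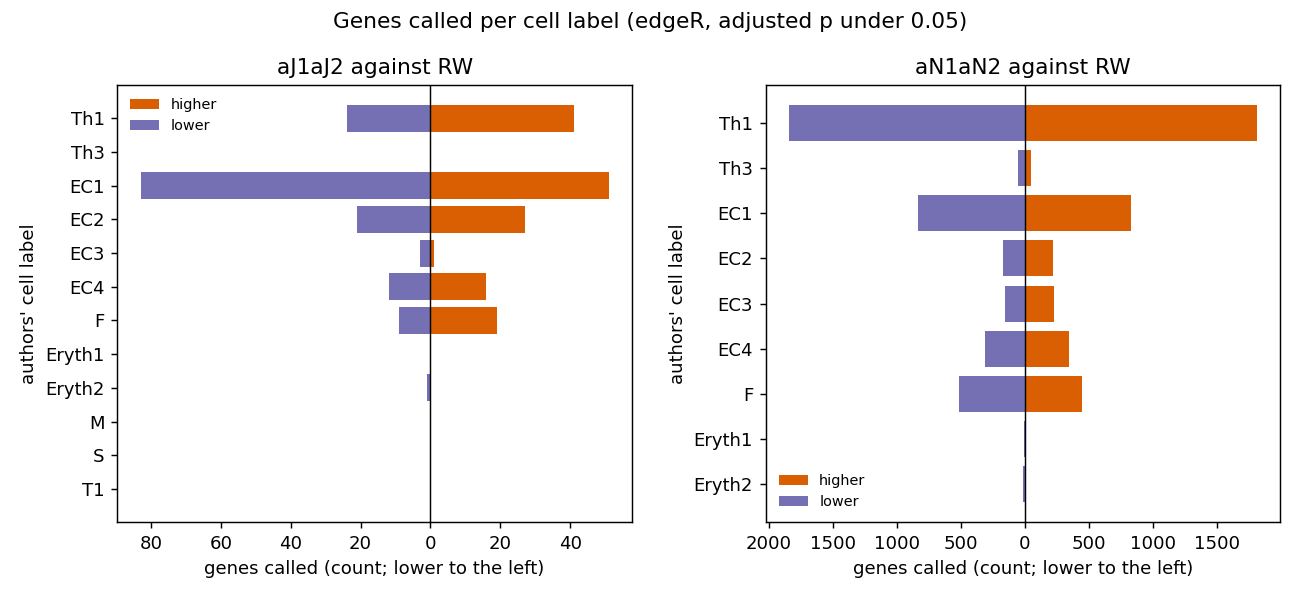
Number of genes called (edgeR, adjusted p under 0.05) per label, higher in the treated group to the right of 0 and lower to the left, for aJ1aJ2 against RW and aN1aN2 against RW. The horizontal scales of the 2 panels differ: Th1 holds 65 called genes for aJ1aJ2 and 3653 for aN1aN2.

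**Figure D2:**
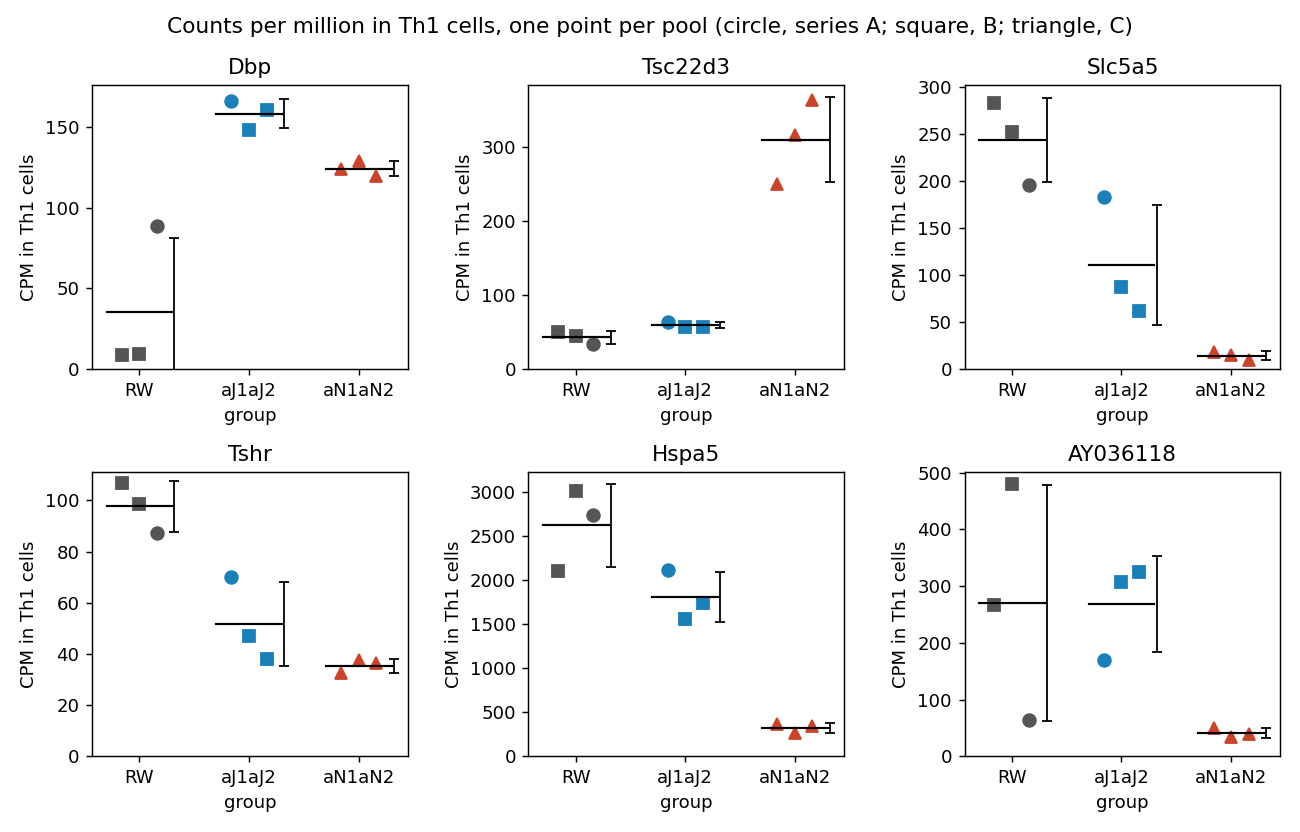
CPM in Th1 cells of 6 genes, with 1 point per pool, the mean as a horizontal line and the SD as an error bar beside it (the bar of Dbp in RW runs below 0 and is not drawn there), where the marker gives the series of the sample. Slc5a5 and Tshr come from the thyroid function list, the other genes were picked after their values were seen, and all RW points of Slc5a5 (196 to 283 CPM) lie above all aN1aN2 points (9.67 to 18.7 CPM).

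The levels of the genes in the plot of CPM in Th1 cells differed within groups as well as between them. Dbp was at 88.5 CPM in RW 3 and at 9.10 and 9.45 in RW 1 and RW 2, against 148 to 166 in aJ1aJ2 and 120 to 128 in aN1aN2. AY036118, which overlaps ribosomal RNA and is uncertain in count for that reason, was at 64.7 CPM in RW 3, 266 in RW 1 and 479 in RW 2, and at 33.3 to 49.4 in aN1aN2. Tsc22d3 was at 33.9 to 51.0 CPM in RW and 250 to 364 in aN1aN2, and Hspa5 at 2103 to 3016 and 261 to 363.

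Of the 6 gene lists tested in Th1 with camera, thyroid function and nuclear oxidative phosphorylation were called lower in both blockades. In aJ1aJ2, thyroid function (11 genes tested) had a median log2 change of -0.21 and a camera adjusted p of 0.00125, and nuclear oxidative phosphorylation (95 genes) had a median of -0.15 and an adjusted p of 2.13e-07. Neither held under fry (0.288 and 0.311) or with the correlation between genes estimated from the data (0.570 and 0.615). In aN1aN2, thyroid function had a median of -0.81 (camera adjusted p 5.58e-05) and nuclear oxidative phosphorylation one of -0.61 (5.53e-15). Both held under fry (0.000925 and 0.00138) and neither with the estimated correlation (0.319 and 0.439). The Notch target list was not called by camera in aJ1aJ2 (adjusted p 0.431, median -0.03) or aN1aN2 (0.330, median -0.19), but fry called it lower in aN1aN2 (0.00513). Notch receptors and ligands (0.864 and 0.419), the mitochondrial genome (0.864 and 0.330) and the dissociation response (0.431 and 0.330) were not called. The dissociation list had a median of 0.22 and a mean of -0.24 in aJ1aJ2, so its sign depended on the summary. Leaving out RW 1 brought the dissociation list under the threshold in aJ1aJ2 (camera adjusted p 0.00851) and aN1aN2 (0.0489), and leaving out aJ1aJ2 1 the mitochondrial genome in aJ1aJ2 (0.0437).

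Within the thyroid function list, 1 gene was called over all genes in aJ1aJ2 and 3 when adjusted over the list alone. Tshr (ENSMUSG00000020963) changed by -0.93 (SE 0.17, adjusted p 0.0235, range over the alternatives 7.13e-08 to 0.180). Its call was lost in 6 of 18 alternatives, among them without RW 1 (0.114), RW 2 (0.0879), aJ1aJ2 3 (0.180) or aJ1aJ2 4 (0.109). Slc5a5 changed by -1.15 (SE 0.27) with an adjusted p of 0.0721 over all genes (range 1.65e-15 to 0.353) and 0.00358 over the list alone. It was at 183 CPM in aJ1aJ2 1, 87.3 in aJ1aJ2 3 and 62.4 in aJ1aJ2 4, against 196, 283 and 252 in RW 3, RW 1 and RW 2. Slc5a5 was called in 6 of 18 alternatives, among them without RW 3 (0.0493) or without aJ1aJ2 1 (0.000153). Dio1 (ENSMUSG00000034785) changed by -0.54 (adjusted p 0.0785, list alone 0.00360, range 0.000412 to 0.377). It was called in 5 of 18 alternatives, among them without aJ1aJ2 1 (0.000412). In aN1aN2, 7 genes of the list were called over all genes and 9 when adjusted over the list alone, all lower. Besides Slc5a5, Dio1 changed by -1.61 (5.96e-07), Tshr by -1.47 (3.42e-05), Iyd by -1.42 (1.54e-07), Slc26a7 by -0.81 (5.46e-05), Duoxa2 by -0.74 (0.0229) and Hhex by -0.49 (0.00555). The call of Duoxa2 was lost in 6 of 18 alternatives, among them without RW 2 (0.0553), RW 3 (0.106), aN1aN2 1 (0.0704), aN1aN2 2 (0.0865) or aN1aN2 3 (0.0524). Dio1 and Iyd are also among the genes that set Th1 apart from the other labels.

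Among Notch targets, 0 genes were called in aJ1aJ2 over all genes by edgeR and 0 when adjusted over the list alone, with unadjusted p under 0.05 for Heyl (0.0310), Ccnd1 (0.00572) and Bcl2 (0.0469). Ccnd1 was called in 4 of 18 alternatives, among them without aJ1aJ2 1 (adjusted p 0.0239). In aN1aN2, 5 were called over all genes and 5 over the list alone. Ccnd1 changed by -1.80 (2.16e-06) and Dtx4 by -0.85 (0.0246), Heyl was also lower (0.00789), while Cdkn1a rose by 1.90 (8.83e-06) and Myc by 1.35 (0.00478). Hes1 changed by 0.37 (0.0772) and was called in 3 of 18 alternatives, among them without RW 2 (0.0244). The call of Heyl was lost in 4 of 18 alternatives and that of Dtx4 in 8, among them without RW 2 (0.0582), RW 3 (0.0750), aN1aN2 1 (0.119) or aN1aN2 2 (0.0847). Among receptors and ligands, Notch2 rose by 0.96 in aN1aN2 (0.000252), and Jag1 by 0.60 in aJ1aJ2, which passed when adjusted over the list alone (0.0452) but not over all genes (0.193).

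Changes under the blockades were compared across genes in Th1. The log2 changes of aJ1aJ2 and aN1aN2 against RW correlated with a Pearson r of 0.565 and a Spearman rho of 0.566 over 10627 genes, which are not independent replicates. Both contrasts share the RW samples. In 50 simulations every sample, RW included, was drawn from the mean RW profile, and both contrasts shared the drawn RW samples. These gave r between 0.378 and 0.449 (mean 0.413) and rho between 0.366 and 0.418. Genes were drawn independently, so differences between pools that many genes share are absent, and the bounds may be too narrow to judge 0.565. With the RW samples divided between the contrasts, r was 0.367 on average (0.297 to 0.438). No unchanged groups were simulated for that division. Leaving out 1 sample gave between 0.420 (without aJ1aJ2 3) and 0.598 (without RW 1). The value of 0.420 lies between the simulated bounds of the full set of samples. Those bounds were not made with a sample left out, so whether 0.420 exceeds chance stays open. Of the 65 genes called in aJ1aJ2, 62 changed in the same direction in aN1aN2, against 50 to 64 of as many genes in the simulations, and 60 were also called in aN1aN2 in that direction.

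The same comparisons asked whether other cells respond. For aJ1aJ2 against RW, 6 of 11 tested labels besides Th1 had at least 1 called gene, and 10 of 11 with no filter on low counts. EC1 had 134 called genes (51 higher, 83 lower), with 254 without RW 3, 386 without aJ1aJ2 1, 82 without RW 1, 63 without RW 2, 42 without aJ1aJ2 3 and 38 without aJ1aJ2 4. EC2 had 48 (27 higher, 21 lower), and 13 without RW 1, where the lone RW sample is assumed to vary like the others. EC3 had 4, EC4 28 (16 higher, 12 lower), F 28 (19 higher, 9 lower) and Eryth2 1. EC3 had 8 without RW 3, 11 without RW 2, 1 without RW 1 and 0 without aJ1aJ2 3, where the lone aJ1aJ2 sample is assumed to vary like the others. EC4 had 65 without aJ1aJ2 1, 10 without RW 1, 12 without aJ1aJ2 4 and 2 without aJ1aJ2 3. F had 44 without RW 3, 11 without RW 1, 4 without RW 2, 7 without aJ1aJ2 3 and 13 without aJ1aJ2 4. With edgeR, Th3, Eryth1, M, S and T1 had 0 called genes and 74, 7, 77, 238 and 104 at an unadjusted p under 0.05. S had 1118 without RW 3, 35 without RW 1 and 4 without aJ1aJ2 3 or aJ1aJ2 4, each time with a lone sample in 1 group that is assumed to vary like the others. T1 had 1 without aJ1aJ2 4 (Dntt), also with a lone aJ1aJ2 sample, and Eryth1 1 without RW 2 (Fabp4). Of these small sets, named after their values were seen, EC3 without RW 1 held Rgs5, EC4 without aJ1aJ2 3 held Dbp and Gm26870, F without RW 2 held Spon2, Clec11a, Cilp and Myoc, and S held Vip, Ass1 and Pcsk1n with Angptl7 (without aJ1aJ2 3) or Lyz2 (without aJ1aJ2 4). SM, P, T2 and Th2 had too few cells for the test.

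In EC1, Gpr182 rose by 2.12, from 7.14 ± 0.918 to 28.4 ± 27.4 CPM (0.0440), but by 0.79 without aJ1aJ2 3, and Cry2 by 2.01 (0.0345), while C1qc changed by -2.70 (0.00101) and Cd74 by -2.69, from 429 ± 165 to 64.9 ± 16.3 CPM (0.000632). Gpr182 was not called without RW 1, RW 2, RW 3 or aJ1aJ2 3, with an adjusted p of up to 0.819, nor Cry2 without RW 1, RW 2, aJ1aJ2 3 or aJ1aJ2 4, with up to 0.316. In EC2 (2 samples per group), Dbp had 168 UMIs against 2 in RW, a ratio of 33.1 (95% counting interval 9.02 to 276), Zbtb16 74 against 1 (29.2, interval 5.07 to 1167), and Nts 1 against 48 (ratio 122 lower, interval 20.8 to 4911), while Cd74 changed by -3.93 (0.00460). Zbtb16 was not called without RW 1 (0.0523). In EC3, Galnt15 rose by 1.80 (0.0225), Cox4i2 had 1 UMI against 104 in RW (ratio 51.1, interval 8.97 to 2036) and Mnd1 2 against 96 (ratio 23.6, interval 6.35 to 197). The remaining called gene, Rgs5, is outside the naming rule, was named after its values were seen and changed by -3.31 (0.000262). Galnt15, Cox4i2 and Mnd1 were not called without RW 1 (0.205) or aJ1aJ2 3 (0.967), nor Cox4i2 without aJ1aJ2 4 (0.256), where the fits without aJ1aJ2 3 or aJ1aJ2 4 have a lone aJ1aJ2 sample.

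In EC4, Ccn2 rose by 3.47 (0.0175) and Gm26870 by 3.35 (0.00134), and Spred2 changed by -1.95 (0.00968) and Sh3bp5 by -1.35 (0.0175). Ccn2 was not called without RW 3 or aJ1aJ2 3 (adjusted p up to 0.343), Gm26870 without aJ1aJ2 4 (0.0616), Spred2 without aJ1aJ2 3 (0.0960) and Sh3bp5 without RW 1, aJ1aJ2 3 or aJ1aJ2 4 (up to 0.165). In F, Myoc rose by 2.33, from 125 ± 33.0 to 629 ± 151 CPM (0.00639), and Thbs4 by 2.35 (0.00811), while Spon2 changed by -2.12 (0.00480) and Angptl4 by -2.09 (0.00639). Thbs4 and Angptl4 were not called without RW 2 (0.0733). In Eryth2, Tax1bp1 changed by -1.58 (0.0405), and no gene was called there without RW 1, RW 2, RW 3, aJ1aJ2 1 or aJ1aJ2 3, where its adjusted p reached 0.604. Where no gene passed, those of smallest p failed with the following adjusted p-values. They were Rpl14, Neat1 and Fabp4 in Eryth1 (0.618), Ifi27l2a, Btg2 and Ccnd3 in M (1.00), Gm14303, Ccr7 and Rpl39-ps in T1 (0.999), and Mia (0.335), Mxi1 and Car3 (0.998) in Th3. In S they were Isg15 (0.195), with 1 UMI against 55 in RW, and Atxn1 and Igfbp6 (0.208), and these 3 were called without RW 3 or without RW 1. Rpl14 and Rpl39-ps have near-identical copies in the genome, so their counts are uncertain.

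For aN1aN2 against RW, all 8 tested labels besides Th1 had called genes. EC1 had 1664 (827 higher, 837 lower), F 958 (444 and 514), EC4 654 (346 and 308), EC2 388 (222 and 166), EC3 383 (227 and 156), Th3 105 (52 and 53), Eryth2 24 (11 and 13) and Eryth1 11 (4 and 7). Without RW 1, EC2 had 256, where the lone RW sample is assumed to vary like the others. EC3 had 235 without RW 1, 210 without aN1aN2 2 and 246 without aN1aN2 3. Th3 had 8 without RW 3, 13 without RW 1, 12 without RW 2 and 12 without aN1aN2 3. Eryth1 had 7 without RW 3, 6 without RW 1, 6 without aN1aN2 1 and 5 without aN1aN2 2 (mt-Rnr1, mt-Rnr2, mt-Atp8, AY036118 and Rps19), and Eryth2 10 without RW 1, 15 without RW 2, 13 without aN1aN2 1, 11 without aN1aN2 2 and 7 without aN1aN2 3. These contrasts are also confounded with series C.

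In EC1, Slc10a6 rose by 4.98, from 4.80 ± 2.58 to 142 ± 33.4 CPM (1.43e-10), Angptl4 had 47 UMIs against 1 in RW (ratio 209, 95% counting interval 35.8 to 8436), Cyp1a1 3 against 765 (ratio 57.3 lower, interval 19.5 to 278) and Gm36933 0 against 85, at least 6.37-fold lower against a floor of 3 counts over the group. In EC4, Slc10a6 had 83 UMIs against 0, at least 19.1-fold higher by the same floor, Ddit4 rose by 6.38 to 1166 ± 120 CPM (8.05e-13), Ccnd1 had 3 UMIs against 84 (ratio 40.6 lower, interval 13.4 to 201) and AY036118 changed by -5.07 (4.37e-09). In EC2, Doc2b had 22 UMIs against 0, at least 10.4-fold higher, Fkbp5 62 against 1 (ratio 88.3, interval 15.3 to 3542), Ccnd1 0 against 58, at least 13.6-fold lower, and Cd74 1 against 64 (ratio 44.9 lower, interval 7.78 to 1803). Doc2b was not called there without RW 1 (0.171) or RW 2 (0.0753). In F, Col3a1 changed by -4.77, from 9087 ± 3699 to 332 ± 149 CPM (3.84e-08), Postn had 1 UMI against 198 (ratio 92.3 lower, interval 16.4 to 3663), Agt 24 against 0, at least 17.2-fold higher, and Lgr5 11 against 0, at least 7.87-fold higher. Lgr5 was not called without RW 1 (0.0574), aN1aN2 2 (0.120) or aN1aN2 3 (0.0833). The RW pools differed widely for Cyp1a1 in EC1 (166 ± 172 CPM) and Postn in F (184 ± 198 CPM). Over the alternatives the fitted log2 change ran from -6.82 to -4.61 for Cyp1a1 and from -9.18 to -4.96 for Postn. Both kept their calls.

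In EC3, Gm12840 had 17 UMIs against 2 (ratio 28.0, interval 6.65 to 250), Doc2b 15 against 2 (24.7, interval 5.75 to 223), Cd74 1 against 821 (ratio 249 lower, interval 44.6 to 9855) and Nrip2 0 against 114, at least 11.5-fold lower. Gm12840 was not called without aN1aN2 3 (0.0632), Doc2b without RW 1 (0.0611), Nrip2 without aN1aN2 2 (0.0646) or aN1aN2 3 (0.0562), and Cd74 without any 1 of aN1aN2 1, aN1aN2 2 and aN1aN2 3 (up to 0.123). Cd74 was at 560 ± 825 CPM in RW, and its fitted log2 change, which rests on 1 UMI in aN1aN2, was -7.88 with all samples and -5.12 without RW 2. In Th3, Mia had 1 UMI against 238 (ratio 96.6 lower, interval 17.2 to 3831), Apod 31 against 2 (38.2, interval 9.72 to 329), Pdk4 rose by 5.62, from 18.0 ± 23.6 to 608 ± 784 CPM (0.0209), but by 3.53 without aN1aN2 2, and AY036118 changed by -4.65 (0.00226). Apod was not called without any 1 of the 6 samples compared (up to 0.238), Pdk4 without any 1 but aN1aN2 1 (up to 0.167) and Mia without aN1aN2 3 (0.0845). In Eryth1, Timp3 rose by 3.44 (0.0113), Neat1 by 2.62 (0.0413) but by 1.33 without aN1aN2 2, AY036118 changed by -5.10 (0.000283) and mt-Rnr1 by -2.50 (0.000530). Timp3 was not called without aN1aN2 2 (0.0783), nor Neat1 without RW 1, RW 2, RW 3 or aN1aN2 2 (up to 0.663 over all alternatives). Eryth1 cells also carried Tg at 1162 CPM. In aN1aN2, Timp3 was at 117 ± 91.3 CPM in Eryth1 against 4907 ± 399.5 in EC4, and Neat1 was at 837 ± 111 in Th1, so RNA of other cells was not excluded as the source of either rise. In Eryth2, Ucp2 rose by 2.31 (1.68e-05), AY036118 changed by -4.46 (0.000303) and Lars2 by -2.15 (0.00280).

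Shares of cells per label were compared with exact two-sided permutation tests, in which 3 against 3 samples cannot give a p under 0.1. By chance 10% of comparisons of this size have ranges that do not overlap. In aJ1aJ2, 1 of 16 labels had shares that did not overlap those of RW. F made up 7.92 ± 1.28% of cells in aJ1aJ2 and 3.26 ± 0.717% in RW (exact p 0.1, n = 3), with an adjusted p of 1 over 16 labels. The number of such labels was 4 without RW 3 or RW 2, 3 without aJ1aJ2 1 and 2 without RW 1 or aJ1aJ2 3. An edgeR test on cell numbers called F (log2 ratio 1.27, adjusted p 0.0219). In aN1aN2, 7 of 16 labels did not overlap, each with an exact p of 0.1 and an adjusted p of 0.229. EC4 rose from 7.62 ± 2.79% to 16.8 ± 0.338%, Eryth2 from 9.63 ± 3.57% to 18.0 ± 2.71%, F from 3.26% to 4.64 ± 0.157% and Th2 from 1.09 ± 0.290% to 1.93 ± 0.400%. EC1 fell from 18.8 ± 7.45% to 10.1 ± 1.69%, M from 5.20 ± 0.845% to 0.885 ± 0.559% and T1 from 3.84 ± 2.27% to 1.63 ± 0.461%. The edgeR test on cell numbers called M (log2 ratio -2.57, adjusted p 0.00814). Th1 made up 12.0 ± 4.92% of cells in RW, 11.1 ± 4.12% in aJ1aJ2 and 12.9 ± 3.34% in aN1aN2, which differed by less than the spread between samples. T2 cells numbered 0 of 2619 in aN1aN2, which allows a share of up to 0.115% as far as counting error goes, but the RW samples themselves ran from 0% to 20.7% (exact p 0.4).

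**Figure D3:**
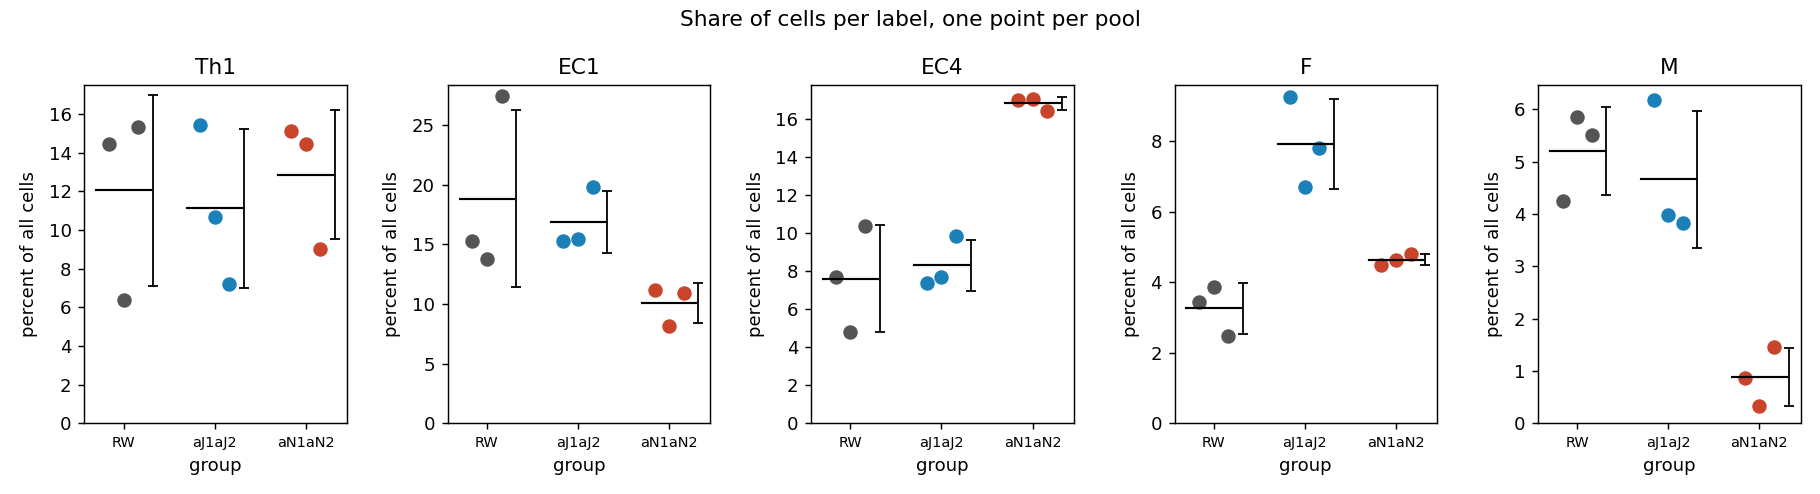
Percent of all cells that carry the labels Th1, EC1, EC4, F and M, with 1 point per pool, the mean as a horizontal line and the SD as an error bar beside it. F is higher in all aJ1aJ2 pools than in all RW pools, and M falls from 5.20% on average in RW to 0.885% in aN1aN2.

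The deposited annotation gives 2142 cells weights of 7 topics, which sum to 1 in each cell, so topics do not move independently. Topic 1 had a mean weight of 0.494 ± 0.0551 in RW, 0.360 ± 0.0342 in aJ1aJ2 and 0.0688 ± 0.00973 in aN1aN2 (n = 3), and topic 2 had 0.0899 ± 0.0126, 0.160 ± 0.0564 and 0.508 ± 0.0232. Against RW, the exact two-sided permutation p was 0.1 for topic 1 in both blockades and for topic 2 in aN1aN2, and 0.2 for topic 2 in aJ1aJ2, with adjusted p-values over 7 topics of 0.467 in aJ1aJ2 and 0.175 in aN1aN2. In aN1aN2, topic 3 (0.270 ± 0.00607 against 0.204 ± 0.0289) and topic 4 (0.105 ± 0.00866 against 0.161 ± 0.0226) also did not overlap with RW. Topic weights depended on depth, since topics 6 and 7 fell with a cell's UMI count (Spearman rho -0.708 and -0.761 across cells) and topic 4 rose with its mitochondrial share (0.720). In Th1 cells of between 5000 and 15000 UMIs the order of the groups was the same, with topic 1 at 0.471 to 0.527 in RW, 0.358 to 0.412 in aJ1aJ2 and 0.0767 to 0.110 in aN1aN2.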

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

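The tests of thinned counts, of EC1 cells without C1q transcripts and of the series in the model were chosen only after the results were seen, as were the splits of the samples. Each result here is a change against RW that differed between Th1 and EC1 cells, tested as an interaction of group and label with the sample as a block. Over 11372 genes, 42 differed in aJ1aJ2 (852 at an unadjusted p under 0.05) and 988 in aN1aN2 (2392). Fitted to the compared groups alone, the counts were 40 and 1047, and 1 of 10 splits of the 6 samples gave as many genes in either comparison, the real split itself, while the highest other split gave 5 and 1. With 10 splits no share under 0.1 is possible, so the splits by themselves cannot exclude chance at 0.05. In counts simulated with no changed gene, which covered 8600 genes and not all 11372, 0 genes differed in aJ1aJ2 and 1 in aN1aN2. Of the genes named for Th1 or EC1 by the naming rule, or belonging to the thyroid function or Notch lists, 26 in aJ1aJ2 and 22 in aN1aN2 were tested in both labels. Those past the adjusted p over all genes are given here as log2 differences, Th1 minus EC1, between the changes of 2 separate fits. The adjusted p-values, and the differences after thinning or without C1q cells, come from the interaction fit. Its own estimates differ in size, with 2.69 for C1qc, 2.40 for Cd74 and 1.51 for Cdkn1a in aJ1aJ2. In aN1aN2 it gave -4.01 for Angptl4 and -0.99 for Cdkn1a. Genes of the lists chosen later are given where the report names them. Genes that the report names only for other labels, and that are in none of these lists, were not looked up.

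In aJ1aJ2, Abcg1 differed by 2.02 (1.48 in Th1, -0.54 in EC1, adjusted p 0.0173), Parvb by -1.34 (-1.26 and 0.08, adjusted p 0.00686) and Cdkn1a by 1.71 (-0.35 and -2.06, adjusted p 0.0323). The series of the samples is argued against as the whole cause, since with the series in the model the highest adjusted p of the 3 genes was 0.00822. Unequal UMI totals of the sums stay open. After thinning, 0 of the 3 genes were still called, with differences of 0.42 for Abcg1 (0.999), -1.18 for Parvb (0.753) and 1.97 for Cdkn1a (0.0872), and a loss of power alone would look the same for Parvb and Cdkn1a. The difference of Abcg1 itself also shrank, from 2.10 in the interaction fit before thinning. Abcg1 is a low gene in Th1 (mean 8.76 CPM in aJ1aJ2 and 3.33 in RW), so sampling noise from thinning is not excluded. The cause of the smaller difference was not tested. A different response of the cell types to ligand blockade also stays open. The calls of Abcg1 and Parvb in Th1 were themselves lost without aJ1aJ2 3, where their adjusted p was 0.202 and 0.132.

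Cd74 differed by 2.71 (0.02 in Th1, -2.69 in EC1, adjusted p 0.0390) and C1qc by 3.11 (0.41 and -2.70, adjusted p 0.0157). These are abundant in M cells, and a candidate explanation is macrophages captured together with EC1 cells, fewer of them in aJ1aJ2. Cells with at least 3 C1q UMIs made up 2.75% to 3.82% of EC1 cells in RW and 1.12% to 1.43% in aJ1aJ2, and held 75% to 100% of the C1q UMIs of EC1 in those samples. Without them the difference for Cd74 was 1.12 with an adjusted p of 0.773, against 2.40 in the interaction fit of all cells. For C1qc the same test (0.994) decides nothing, since the cells were picked by C1q transcripts. Unequal totals do not account for Cd74, which after thinning differed by 2.32 (9.60e-06).

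In aN1aN2, Hes1, a Notch target, differed by 1.44 (0.37 in Th1, -1.07 in EC1, adjusted p 7.65e-06) and Sdf2l1 by -3.82 (-4.86 and -1.04, adjusted p 5.88e-07). Unequal totals are argued against for both, since their highest adjusted p after thinning was 7.72e-06. Cyp4b1 differed by 3.30 (4.43 and 1.13, adjusted p 0.000197), Cdkn1a by -0.84 (1.90 and 2.75, adjusted p 0.0146) and Angptl4 by -4.52 (3.18 and 7.70, adjusted p 0.0350), where Angptl4 had 1 UMI in RW EC1 cells, so its fitted changes there are no bounds. For these 3 genes unequal totals stay open, as 0 were still called after thinning: Cyp4b1 differed by 2.06 (0.111), Cdkn1a by -0.89 (0.224), and Angptl4 was too low to test. A difference between series C and the other series that acts on the labels unequally also stays open for all 5, because the groups coincide with it, and so does a response to receptor blockade that differs between cell types.

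In aN1aN2, genes of the lists chosen later that the report names differed too. Dbp differed by 3.26 (1.64 in Th1, -1.62 in EC1, adjusted p 1.11e-07), Tef by 1.48 (0.00147), Tsc22d3 by 1.40 (7.51e-06), Ucp2 by -2.17 (8.61e-08) and Hspa5 by -2.27 (5.48e-09). Nr1d1 differed by 2.49 (1.56 in Th1, -0.92 in EC1, adjusted p 1.41e-06). Unequal totals are argued against for Nr1d1 and the other 5, whose highest adjusted p after thinning was 0.0487, that of Tef. Per3 differed by 2.13 (0.00263), Fkbp5 by -0.88 (0.0134), Ddit4 by -2.78 (6.34e-06) and AY036118 by 0.91 (0.0220). For these 4 unequal totals stay open, since the lowest adjusted p after thinning was 0.122, that of Ddit4 (difference -2.13). Per3 then differed by 1.39 (0.344), AY036118 by 0.70 (0.360), and Fkbp5 by 0.55 (0.721), in the opposite direction. Series C and a response that differs between cell types stay open for all of these genes, for the reasons given for Hes1 and Sdf2l1.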

How the results depend on the processing

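The alternatives on cells (Th1 with Th3, cells with topic weights, at least 5000 UMIs, highest Scrublet scores left out, EC1 without C1q transcripts), on thinning, on totals without erythroid and T2 cells, and the samples left out for topics and the correlation were chosen only after the data were seen. The planned Scrublet calls were not run as planned, because the automatic threshold failed.

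For the genes called in Th1 in aJ1aJ2 against RW (65), DESeq2 gave 103, no filter on low counts 424, a fit of the compared groups only 26, leaving out the highest Scrublet scores 144, the series as a covariate 135, Th1 with Th3 30, cells with topic weights 31 and thinning 38. Of the 65, the series covariate kept 61 and thinning 27. The lower count under thinning follows from fewer counts, and for the other settings the cause was not tested. Leaving out 1 sample gave between 1 (without aJ1aJ2 3) and 530 (without aJ1aJ2 1). Without RW 1 it gave 27, without RW 2 18, without aJ1aJ2 4 17 and without RW 3 104. The share of calls that were higher was 63.1%, and 48.1% with the stricter cell filter, 42.9% with equal cell numbers and 42.2% with the series covariate. The genes called in aN1aN2 against RW (3653) stayed within 1.5 times under all alternatives, from 2494 with 62 cells per sample to 3856 with no filter. For aN1aN2 against aJ1aJ2 (2374), equal cell numbers gave 1542, and leaving out 1 sample gave between 1548 (without aN1aN2 2) and 2205 (without aJ1aJ2 1).

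RW 1 and RW 2 share replicate numbers with aN1aN2 1 and aN1aN2 2. With the number as a block, 3524 genes were called in those 4 samples, against 3370 in the same samples without the block. The deviations of same-numbered samples did not go together (r -0.040 across 10627 genes, 2 pairs), so the samples share only a number. The block changed the call of none of the 2 lists called in aN1aN2. The groups RW and aJ1aJ2 share no number taken from titles.

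With no filter on low counts, the genes called in aJ1aJ2 numbered 356 in EC1 (134 with the filter), 150 in EC2 (48), 104 in EC3 (4), 2 in Eryth2 (Pth and Chga, against 1), 105 in F (28), 36 in M (0), 201 in S (0), 17 in T1 (0) and 163 in Th3 (0), and labels with a call rose from 6 to 10. In aN1aN2 they numbered 594 in EC3 (383), 7 in Eryth1 (11), 14 in Eryth2 (24) and 421 in Th3 (105). Requiring at least 50 cells per sample gave 65 genes in EC4 in aJ1aJ2 (28), and 7 in Eryth1 (11) and 12 in Th3 (105) in aN1aN2, with fewer samples in the fit. Without the EC1 cells holding C1q transcripts, EC1 had 106 and 1647 called genes.

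Leaving out 1 sample moved the aJ1aJ2 counts to between 38 (without aJ1aJ2 4) and 386 (without aJ1aJ2 1) in EC1, 13 (RW 1) and 55 (RW 2) in EC2, 0 (aJ1aJ2 3) and 11 (RW 2) in EC3, 2 (aJ1aJ2 3) and 65 (aJ1aJ2 1) in EC4, 4 (RW 2) and 44 (RW 3) in F, 4 (aJ1aJ2 3 or 4) and 1118 (RW 3) in S, and 0 and 1 in Eryth1 (1 without RW 2), Eryth2 (1 without aJ1aJ2 4) and T1 (1 without aJ1aJ2 4). It moved the aN1aN2 counts to between 256 (RW 1) and 295 in EC2, 210 (aN1aN2 2) and 360 (RW 3) in EC3, 5 (aN1aN2 2) and 12 (aN1aN2 3) in Eryth1, 7 (aN1aN2 3) and 25 (RW 3) in Eryth2, and 8 (RW 3) and 103 (aN1aN2 2) in Th3. Where a group had 2 samples (RW and aJ1aJ2 in EC2 and S, aJ1aJ2 in EC3 and T1), leaving out 1 of them leaves a lone sample, which is assumed to vary like the others. The other samples that move a count by over 1.5 times are named with their values beside the counts in the report.

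Of the 2 lists called in each blockade, fry kept 0 in aJ1aJ2 and the estimated correlation 0 in aJ1aJ2 and 0 in aN1aN2. The edgeR test on cell numbers called 1 label in aJ1aJ2 (F) and 1 in aN1aN2 (M), where the exact tests could call none. Leaving out 1 sample gave between 1 (aJ1aJ2 4) and 4 (RW 3 or RW 2) labels with shares that do not overlap in aJ1aJ2, where smaller groups overlap less often by chance. The correlation between the blockades (0.565) was 0.686 for genes of at least 50 CPM, 0.367 with divided controls, and 0.420 (without aJ1aJ2 3) to 0.598 (without RW 1) with 1 sample left out.

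For the 73 named results of single genes in aJ1aJ2, 783 of 939 values kept their direction and side of the threshold, 91 lost the call and 30 gained it. The direction changed in 35 with no call in either fit, and in 0 with a call in either. For the 69 in aN1aN2 these numbers were 827, 58, 14, 11 and 0 of 910. For the 10 in aN1aN2 against aJ1aJ2, 158 of 168 stayed and 10 lost the call. Of 60 list values in aJ1aJ2, 43 stayed, and 54 of 60 in aN1aN2. Of 154 shares, 153 and 144 moved by less than the spread between samples, and of 49 topic weights, 49 and 46. With all Th1 sums thinned to the smallest, 2503 genes were called in aN1aN2 against RW, 2384 of them among the 3653. In Th3 a log2 change of 1 was recovered for 0 of 200 simulated genes (2087 genes, aJ1aJ2 against RW), so its low counts do not show that fewer genes changed.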

Other observations

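The tests of the clock, glucocorticoid, fasting, ribosomal and chaperone lists, of EC1 cells without C1q transcripts, of thinned counts, of series A against B, of cell shares and of the splits of samples were chosen only after the results were seen, and each pattern here is a hypothesis. Lists across labels were tested with camera and adjusted over 55 tests in aJ1aJ2 and 44 in aN1aN2, which adjusts only over these lists and not over the search that led to them. Fry and an estimated correlation were not run on the lists chosen later. The planned lists called in Th1 lost their camera calls with the estimated correlation, so these adjusted p-values may be too small. All labels come from the same pools, so the number of labels in which a list is called is not a count of independent results. The Notch target list was among the lists tested. In aN1aN2 it was called lower in EC3 (median -0.91, adjusted p 0.0164) and higher in F (0.76, 0.0420). It was not called there in Th1, EC1 (median -0.86, adjusted p 0.117, 6 of 10 genes called lower), EC2 or EC4. In aJ1aJ2 it was called in no label.

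Splits of the 6 samples into 3 and 3 were compared for each count, fitted to the compared groups alone. In Th1, 1 of 10 splits gave as many genes for each comparison, the real one. The real split gave 26 genes in aJ1aJ2 against RW and the highest other split 16, while in aN1aN2 no other split gave any. The same number, 1 of 10, held in EC1 and EC4 in both blockades, in F in both, and in EC3, Eryth1, Eryth2 and Th3 in aN1aN2. In aJ1aJ2, Eryth1, Eryth2, M and Th3 had 0 genes at the real split, so all 10 splits gave as many. For the lists called in Th1, 8 of 10 splits gave as many as the real one in aJ1aJ2 and 6 in aN1aN2. No share under 0.1 is possible with 10 splits, whatever the data, so the splits by themselves cannot exclude chance at 0.05, and the list calls of camera were matched by most other splits. Other values argue against chance for the counts in aN1aN2. In counts simulated with no changed gene, 4 genes were called in Th1 (3653 in the data) and 0 in EC1 (1664). In aJ1aJ2 the simulations gave 3 genes in Th1 (65 in the data) and 1 in EC1 (134), but another split of the real samples gave 16 in Th1, so chance stays open for that count.

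The number of genes called in Th1 in aN1aN2 against RW could have come from technical differences. A lower UMI total is argued against as the whole cause, since 2384 of the 3653 genes were also called with all samples thinned to the smallest total. The series stays open. Series A against B, with the group in the model, called 21 genes in Th1, but series C holds aN1aN2 samples only, so its effect and that of receptor blockade cannot be told apart.

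Per3 and Tef led the rises in aJ1aJ2, and other genes of the circadian clock moved with them. A list of the evening arm of the clock had a median above 0 in 8 of 8 tested labels and was called in 7 (not in S, adjusted p 0.0676), with a median log2 change of 1.22 in Th1 and 1.76 in EC1. In EC3 and Th3, 0 single genes of that list were called. The list of opposite phase was called lower in Th1 (median -0.90, adjusted p 0.000630) and F (-1.17, 0.00814), and in EC1 its median was -0.77 (0.0998). A response of Th1 cells alone is argued against by the value of 1.76 in EC1. The series as the whole cause is argued against by the median log2 ratio of 1.97 within series B, where RW 1 and RW 2 are compared with aJ1aJ2 3 and aJ1aJ2 4. Control pools that differ among themselves stay open, because the ratio was 0.54 within series A, and Dbp was at 88.5 CPM in RW 3 against 9.10 and 9.45 in RW 1 and RW 2. A clock phase that differs between the pools, for example from a different hour of collection, is a candidate explanation that the 8 labels go with, and so is an effect of ligand blockade on the clock. In aN1aN2 the evening arm was called higher in 3 of 7 tested labels, which were Th1 (median 1.60, 10 of 10 genes called), Th3 (1.66, adjusted p 0.00635) and EC1 (0.36, 0.0473). In EC1 only 6 of 10 genes were higher, and Dbp (-1.62) and Nr1d1 (-0.92) were lower without being called. It was not called in EC2 (0.358), EC3 (0.805), EC4 (median 0.01, 0.188) or F (0.109). The opposite arm did not fall with it in aN1aN2: it was not called in Th1 (median 0.03, adjusted p 0.876), EC1 (0.65, 0.155) or F (0.74, 0.112), so the 2 arms do not show there the opposed changes seen in aJ1aJ2.

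In aN1aN2, a list of glucocorticoid response genes was called higher in 7 of 7 tested labels, with a median of 1.47 in Th1 and 1.75 in EC1. The list shares Per1 with the clock list, Cdkn1a with the Notch targets and Dusp1 with the dissociation list. Tsc22d3 was at 250 to 364 CPM in Th1 against 33.9 to 51.0 in RW, and Fkbp5 at 66.5 to 101 against 8.88 to 12.8. A list of fasting response genes, with Pdk4, was called higher in 5 of 5 labels (median 2.09 in Th1). A response of Th1 cells alone is argued against for the glucocorticoid list by the value of 1.75 in EC1. Both lists fit a response of the whole animal, such as stress or lower food intake, which may come from receptor blockade or from how the mice of series C were kept. Stress during dissociation stays open, since the dissociation list in Th1 was not called (adjusted p 0.330) but its genes went both ways. In aJ1aJ2 the glucocorticoid list was called in 1 of 9 tested labels, S, where it was higher (median 1.16, 6 of 6 genes higher, adjusted p 0.000630), and not in Th1 (median 0.24, adjusted p 0.251). The fasting list was called in 1 of 5, Th1, where it was lower (median -0.52, adjusted p 0.00139).

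Ribosomal RNA and 7SK RNA transcripts were lower in aN1aN2 in 9 of 9 labels, with a median of -1.24 in Th1, where AY036118 changed by -2.67. The amounts differed between labels: the list ran from -2.36 in Eryth1 to -1.22 in EC3, and AY036118 changed by -3.58 in EC1, which differed from Th1 (interaction adjusted p 0.0220) but not after thinning (difference 0.70, adjusted p 0.360), so whether the labels moved by unequal amounts stays open. A difference in how the libraries captured such RNA may explain the direction, which the 9 labels share. Eryth1 and Eryth2 cells carry RNA of other cells, with Tg at 1162 and 144 CPM, so their values are not independent of the other labels. Fewer mitochondria per cell are argued against for the mitochondrial ribosomal RNAs, because mt-Rnr1 and mt-Rnr2 both changed by -1.24 in Th1 while the mitochondrial messenger RNAs ran from -0.81 to 1.23 with a median of -0.15. In aJ1aJ2 the list was not called in Th1 (median 0.17, adjusted p 0.533), but it was called higher in S (1.11, 0.000630), EC3 (0.70, 0.00221), Eryth1 (0.52, 0.00894) and Eryth2 (0.41, 0.0184). In each of these labels 0 single genes of the list were called. Camera calls of other lists in Th1 were lost with the estimated correlation, so whether this list shifts outside series C stays open. Receptor blockade and the series cannot be told apart as the source of the lower values.

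Endoplasmic reticulum chaperones were the lowest list in Th1 in aN1aN2, with a median of -2.94 and 16 of 16 genes called lower. Hspa5 was at 261 to 363 CPM against 2103 to 3016 in RW. A lower UMI total is argued against, as 16 genes were called lower after thinning. A change of equal size in all cell types is argued against, as 15 of 15 genes tested in both differed between Th1 and EC1, where the median was -0.43. A smaller fall shared with other cells stays open, since the list was also called lower in EC1 (adjusted p 0.00487), EC3 (0.00904), EC4 (0.0369) and F (median -1.22, 10 of 15 genes called lower, 1.55e-05), though not in EC2 (0.289). Th3 had a median of -2.71, and its cells also carry Tg. In aJ1aJ2 the list was called lower too in Th1 (median -0.60, 4 of 16 genes called), Th3 (-0.52), EC1 (-0.31), EC3 (-0.28) and T1 (-0.28), and not in EC2, EC4, F, M or S. Series C stays open for aN1aN2, as does a lower load of secretory protein in thyrocytes under Notch blockade, a hypothesis that no value here tests.

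Antigen presentation genes were lower in EC1 cells in both blockades. Macrophages captured together with EC1 cells are a candidate explanation: without the cells holding at least 3 C1q UMIs, 5 genes of a macrophage list were no longer called in aJ1aJ2 (Cd74, H2-Aa, H2-Ab1, H2-Eb1 and Fcer1g) and 4 in aN1aN2 (Cd74, H2-Aa, H2-Ab1 and H2-Eb1). Such cells numbered 0 of 264 EC1 cells in aN1aN2, which allows a share of up to 1.14%. Cd74 without them changed by -1.46 in aJ1aJ2 (adjusted p 0.179) and by -0.14 in aN1aN2 (0.893), and in aN1aN2 H2-Ab1 still changed by -0.91 (0.318) and H2-Aa by -0.88 (also not called), so a smaller change in EC1 cells themselves is not excluded in either blockade. Cd74 was also lower in EC2 in both blockades (-3.93 and -5.40) and in EC3 in aN1aN2 (-7.88), where the explanation was not tested. The share of M cells itself was close to that of RW in aJ1aJ2 (4.67 ± 1.31% against 5.20 ± 0.845%, exact permutation p 0.7, n = 3), so fewer macrophages in the tissue are not shown there.

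In aN1aN2 the share of EC1 was lower and that of EC4 higher. EC4 cells were shallower (median 1045.5 UMIs, against 3994 in EC1), and labels that divide endothelial cells by depth could give this pattern in shallow libraries. Together the shares differed by 0.455 percentage points (26.9 ± 1.54% against 26.5 ± 10.0%, exact permutation p 1, n = 3), but a real shift between the labels would leave the sum alike, so this stays open. The share of M cells was lower, with 22 cells in aN1aN2 and 188 in RW. More erythroid cells in the total are argued against, since without erythroid and T2 cells the difference was -6.24 percentage points (1.31% against 7.55%). Loss of cells with few UMIs from shallower libraries stays open. Thinning by the ratio of the median depths (1827.5 and 3418 UMIs) left 50% of RW M cells, while the aN1aN2 share was 17.0% of the RW share. These values are not on the same scale, since other cells were not thinned, and the true loss in cell calling is not known. Labels with a lower median depth than M went both ways. EC4 and Th2 had higher shares in aN1aN2, and Th3 had a lower mean share (6.64% against 11.3%, with overlapping ranges). A lower number of such cells under receptor blockade also stays open.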
